A study of Mus musculus with 22 samples. Its data were reported in "Targeting lymphoid-derived IL-17 signaling to delay skin aging" (2023).

How the data were processed

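Single-cell RNA sequencing was carried out on cells sorted from mouse back skin. CD45 is a surface protein of blood-derived cells, so CD45+ libraries hold immune cells, and CD45- libraries hold the cells of the dermis that are left after immune and epithelial cells are removed. The 22 libraries analysed here fall into 6 groups by the submitters' labels. There were 3 young and 3 old CD45+ libraries, 4 CTR and 4 IL17 CD45+ libraries, and 4 CTR and 4 IL17 CD45- libraries. The labels say only CTR and IL17, and the study's methods describe these as aged mice given control antibody or antibodies that neutralise IL-17A and IL-17F. CD45- libraries of young and old skin were not analysed here. The study's methods call the young and old replicates technical. By replicate number, they describe several mice for each young CD45+ library, a single mouse for old replicates 1 and 2, and more than 1 mouse for old replicate 3. The number of mice per library thus differed between ages. For the CTR and IL17 groups they describe more than 1 mouse of each group in replicate 1 and a single mouse of each group in the other replicates. P-values measure only the spread between these libraries, part of which may be technical.

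The authors deposited counts of unique molecular identifiers (UMIs) per gene and barcode, with no normalization, from droplet libraries that tag the 3' end of transcripts. The submitters' processing notes name Cell Ranger and the GRCm38 (mm10) mouse genome. The feature table has 31053 genes. The files held 103998 barcodes, of which 64179 were kept. Following the filter in the study's methods, barcodes with over 10% mitochondrial UMIs were removed, as were those below the first quartile of genes per barcode, and CD45+ barcodes with any Epcam UMI. The first quartile was 498 genes in the young and old libraries, 558 in the CTR and IL17 CD45+ libraries and 646 in the CD45- libraries. This kept 14832 of 24828, 22160 of 36034 and 27187 of 43136 barcodes. Total UMIs per library ranged from 4859598 to 24867560. Removing barcodes by mitochondrial share took unequal parts of the libraries, so that 48.4% of barcodes were kept in old replicate 1 and 80.7% in old replicate 2.

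Each of the 3 sets of libraries was clustered on its own with scanpy 1.11.5 and leidenalg 0.10.2, from 2000 variable genes, 30 principal components, 20 neighbours and resolution 1. Il17a, Il17f, Il1b, the members of the gene lists, and genes that separated libraries were left out of the clustering. The authors' annotation of cells was not used here, so names were rebuilt from markers and differences from the study may come from the rebuilt names. A cluster was called after a cell type, with the ending -like, when at least 3 markers were raised and its marker score was at least 2.5. Several parts of this scoring were set after the clusters had been seen. These are the minimum score, which was first 1.5, the median of other clusters in place of their mean, and the rules for gamma-delta T-like, mixed and fibroblast clusters. Erythrocyte markers were also dropped then. The largest clusters left without a name were a myeloid class led by Mgl2, Cd209a, Cd209d and MHC class II genes (3426 cells in young and old skin) and a lymphoid class led by Trdc, Col27a1 and Fermt2 (1584 cells). The first made up 79.2% of myeloid cells in young and 80.2% in old libraries. The second made up 26.2% of lymphoid cells in young and 10.2% in old libraries. Doublets were kept in the main values. The automatic threshold of scrublet marked under 1% of cells, so the highest-scoring cells at 0.8% per 1000 barcodes were left out as an alternative, a rule set after that result was seen.

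Counts were summed per library and class where a library had at least 20 cells, and tested with edgeR 4.0.16 (R 4.3.3), with TMM scaling, filterByExpr and the quasi-likelihood test. Adjusted p-values are Benjamini-Hochberg values over all genes tested in a class, and a call is an adjusted p below 0.05. Levels of single genes are counts scaled to the library total (CPM) after TMM scaling. Summed RNA of markers or of MHC class II genes is CPM without TMM scaling. So are the levels in libraries examined for a value far from the others. Fold changes are on the log2 scale, and their standard error (SE) was worked back from the F value of the test. DESeq2 1.42.0 was the alternative tool. Fixed gene lists were tested with camera in limma 3.58.1 at a preset correlation of 0.01, and again with an estimated correlation and with fry. Lists of at least 5 tested members were used. Shares of cells were compared by two-sided exact permutation tests, whose smallest possible p is 0.10 for 3 against 3 libraries and 0.0286 for 4 against 4. To compare shares of cells with a UMI of a gene, each cell was also thinned to 1000 UMIs.

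The groups, tests, gene lists, markers and most alternatives were fixed before the data were examined. Genes are named by a rule fixed then. It takes Il17a, Il17f, Il1b, Il17ra and Il17rc wherever tested. It adds up to 5 genes with the largest change per direction among calls with a mean log2 CPM of at least 5 and no overlap between groups, leaving out immune receptor variable segments, unnamed gene models, and mitochondrial and ribosomal protein genes. From each called list, and from the type 17, proinflammatory and NF-kB lists in every class, it adds up to 4 members of smallest p. The text gives a selection of these genes. After the data were seen, the rule was also applied to the fit with the replicate block, with the same direction in every pair in place of no overlap. Also added then were the unnamed myeloid class and further classes, with their lists adjusted separately, a covariate for the mitochondrial share, fits without 1 pair or without 2 libraries, and a test of a split by mitochondrial share.

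The young and old libraries share replicate numbers. Across 12184 genes, deviations of same-numbered libraries from their group means correlated at 0.60, 0.48 and 0.37, and every library correlated best with its own number. The numbers were therefore taken to pair the young and old libraries, and the fit with the replicate number as a block is given beside a result where it changes a call or moves a count by over 1.5 times. The blocked fit has 2 residual degrees of freedom per gene with 3 pairs, so that its p-values lean on the spread pooled over genes. Libraries of the same group differed by far more than sampling noise in all 30 pairs (chi-square per degree of freedom 12.4 to 76.6), so none was taken as a duplicate.

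The tests were tested on simulated data in which 200 genes were changed. With no block, log2 changes of 1 and 2 were recovered for 20% and 86% of genes in all CD45+ cells of young and old skin, and for 17% and 84% in CD4 T helper-like cells. With the block these were 77% and 97%, and 54% and 98%. In all CTR and IL17 CD45+ cells 60% and 92% were recovered, and in all CD45- cells 79% and 99%. The test of lymphoid against myeloid cells recovered 7.95% and 56.8%. Its simulated lymphoid and myeloid counts shared no library effect, which the test removes, so its recovery in the data may differ. In all simulations genes were drawn independently of one another. Gene positions are from the GENCODE vM21 annotation of GRCm38, counted from 1. Alternatives were a minimum of 500 genes per cell, double clustering resolution, doublets left out, no filter on low counts, and each library left out in turn.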

Results

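Immune cells of young and old mouse back skin were compared, and then immune and dermal cells of skin from the CTR and IL17 groups, which the study describes as old mice given control antibody or antibodies against IL-17A and IL-17F. Both are cytokines of type 17 lymphocytes. Total UMIs per library were 4859598 to 18735212 in young, 10093115 to 13542454 in old, 6709388 to 20565932 in CTR CD45+ and 8124587 to 22289760 in IL17 CD45+ libraries. CD45- libraries held 7157056 to 17107748 UMIs in the CTR group and 15071742 to 24867560 in the IL17 group. The median UMI count per kept cell lay between 2233 and 4149 over the 22 libraries. After the filter, 5686 young, 9146 old, 11425 CTR and 10735 IL17 CD45+ cells, and 10863 CTR and 16324 IL17 CD45- cells remained.

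The first question was how the makeup of skin immune cells differed with age. Gamma-delta T-like cells made up 12.7% ± 2.17 of lymphoid cells in young and 25.5% ± 6.95 in old skin (SD, n = 3 each), higher in old skin in 3 of 3 pairs. CD4 T helper-like cells made up 21.7% ± 6.25 and 38.6% ± 10.9. Monocyte-like cells made up 1.32% ± 0.762 of myeloid cells in young and 3.29% ± 1.36 in old skin. Lymphoid cells were 69.7% of CD45+ cells at both ages. The exact permutation p was 0.10 for gamma-delta T-like cells, 0.20 for CD4 T helper-like cells and 0.10 for monocyte-like cells, and 0.10 is the smallest that 3 against 3 libraries allow. Each of these classes was higher in old skin in 3 of 3 pairs. Within pairs the exact permutation p was 0.25 for each, the smallest possible. Shares of lymphoid classes depend on one another. The lymphoid cluster left without a name, whose leading gene was Trdc, a gamma-delta receptor gene, made up 26.2% ± 6.96 of the same total in young and 10.2% ± 9.91 in old skin (exact permutation p = 0.10). Counted together with gamma-delta T-like cells, a choice made after seeing the data, the share was 39.0% ± 7.03 in young and 35.7% ± 7.68 in old skin (exact permutation p = 0.70). The difference in gamma-delta T-like cells was 12.8 points, and 12.9 at double clustering resolution. It therefore depends on whether the unnamed cluster is counted with these cells, and does not show more gamma-delta T cells in old skin. Whether the unnamed cluster holds the same kind of gamma-delta T cell was not tested. The difference in monocyte-like cells was 1.97 points, and 1.23 without old replicate 1 (exact permutation p = 0.20), and rests on 17, 2 and 6 cells in young and 45, 29 and 15 in old libraries.

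**Figure D1:**
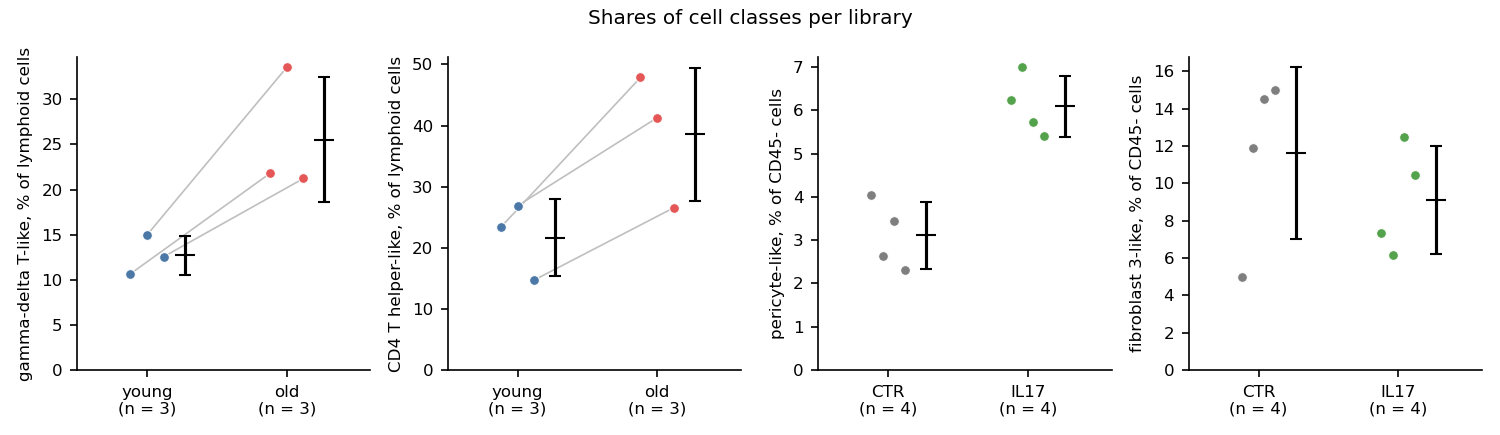
Share of a cell class in percent (y axis) for each library, by group, with points for libraries, grey lines joining young and old libraries of the same replicate number, and black bars for the mean ± SD. Gamma-delta T-like cells averaged 12.7% in young and 25.5% in old libraries, and pericyte-like cells 3.11% in CTR and 6.09% in IL17 libraries, with no overlap in either. With the unnamed lymphoid cluster counted in, gamma-delta T-like cells averaged 39.0% and 35.7%.

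In all CD45+ cells together, Il17a RNA was 33.0 ± 11.6 CPM in young and 185 ± 86.8 CPM in old skin (n = 3 each), and Il17f RNA was 7.25 ± 7.70 and 106 ± 113 CPM. Il17f was 237 CPM in old replicate 1 and 39.3 and 42.9 CPM in the other old libraries, and without old replicate 1 its log2 fold change was 2.32 in place of 3.74. Both genes lie on chromosome 1 of GRCm38, Il17a (ENSMUSG00000025929) at 20730905 to 20734496 on the plus strand and Il17f (ENSMUSG00000041872) at 20777146 to 20790617 on the minus strand, 42649 bp apart. With the replicate block, 363 of 12184 genes were called, 156 higher and 207 lower in old skin. The calls included Il17a (log2 fold change 2.46, adjusted p = 1.4e-06), Il17f (3.84, adjusted p = 1.6e-07) and Il17re, a receptor chain for IL-17C (8.33 to 29.7 CPM, adjusted p = 0.00023). Marco, a scavenger receptor (14.5 to 72.4 CPM), Actn2 (34.2 to 109 CPM), Rbp4, a retinol carrier (25.8 to 78.5 CPM), and Cdkn2a, a cell cycle inhibitor (3.65 to 9.82 CPM), were also higher. Xcl1 and Prf1, a chemokine and a pore-forming protein of cytotoxic cells, fell with the block (634 to 302 and 214 to 102.7 CPM, adjusted p = 0.0043 and 0.0069), as did Map2, Pitpnm2, Adgrg1, Ctla2b, Avil, Ccl6, Fn1 and Hspa1b. Natural killer-like cells, which are cytotoxic, made up 14.04% of lymphoid cells in young and 9.17% in old skin, lower in 3 of 3 pairs. The unnamed lymphoid class was lower in 3 of 3 pairs too, at 26.2% and 10.2%, while gamma-delta T-like and CD4 T helper-like cells were higher. From which cells the fall in Xcl1 and Prf1 came was not tested. Without the block, edgeR called 0 genes, with 579 at an unadjusted p under 0.05, and DESeq2 called 28.

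Among fixed lists in all CD45+ cells, 18 of 19 tested members of the type 17 list had a higher level in old skin (camera adjusted p = 3.1e-20, and adjusted p = 0.16 with an estimated correlation). When adjusted over the list alone, 7 members were called without the block, and over all genes 8 with it. The study picked Il17a, Il17f, Rora, Ccr6, Junb, Jak1, Tmem176a and Tmem176b on these samples, so the direction of this list is not independent evidence. All 6 IL-17 receptor genes were on the higher side (camera adjusted p = 0.0004, and adjusted p = 0.29 with an estimated correlation). Il17ra was 49.0 ± 14.01 and 54.7 ± 20.8 CPM and Il17rc 1.98 ± 0.869 and 3.75 ± 0.455 CPM, with adjusted p = 1 and 0.94. Extracellular matrix genes (22 of 28 higher, camera adjusted p = 0.0045) and senescence genes (13 of 23 higher, camera adjusted p = 0.013) had adjusted p = 0.83 and 0.51 with an estimated correlation. No list in any comparison was called with an estimated correlation or with fry.

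In CD4 T helper-like cells, Il17a was 45.7 ± 45.8 CPM in young and 228 ± 51.8 CPM in old skin, and Il17f was 22.6 ± 17.1 and 178 ± 133 CPM (n = 3 each). With the block, Il17a (log2 fold change 2.46) and Il17f (2.97) rose in 3 of 3 pairs, with adjusted p = 0.00054 and 9.1e-07. Tmem176a (154 ± 23.9 to 603 ± 181 CPM) and Tmem176b (129 ± 37.0 to 512 ± 219 CPM), a neighbouring pair that overlaps on opposite strands, also rose with the block (adjusted p = 2.5e-06 and 1.7e-05), as did Ltb4r1, a leukotriene B4 receptor (27.5 to 99.3 CPM), and Avpi1. Genes of the type 1 programme fell with the block. These were Ifng, the cytokine of type 1 cells (310 ± 110 to 118 ± 64.7 CPM, adjusted p = 0.0027), Cxcr3, a chemokine receptor of these cells (162 to 82.6 CPM, adjusted p = 0.016) and Ccl5 (304 to 107 CPM, adjusted p = 0.0020). Ccr10, a skin homing receptor, Gramd3 and Nr4a2 fell with them. With the block 137 genes were called, 83 higher and 54 lower. Without it edgeR called 0 of 8101, with 367 at an unadjusted p under 0.05, and DESeq2 19. Leaving out pair 1 removed all 137 blocked calls, and Il17a then had a log2 fold change of 2.22 and Il17f of 2.84. Without the block, 27 genes were called without old replicate 1.

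By list, 15 of 19 type 17 genes were higher in old CD4 T helper-like cells (camera adjusted p = 1.9e-17, and adjusted p = 0.29 with an estimated correlation), 9 of them called when adjusted over the list alone, with the same lack of independence as above. Of 10 type 1 genes 7 were lower (camera adjusted p = 0.00034, and adjusted p = 0.29 with an estimated correlation). Of 24 dissociation and immediate early genes, which respond to tissue digestion, 20 were lower (camera adjusted p = 0.00091, and adjusted p = 0.29 with an estimated correlation), among them Hspa1a and Hspa1b, near-identical copies whose counts cannot be split with certainty. MHC class II RNA, which is made by antigen-presenting cells, was 328 ± 88.3 CPM in young and 548 ± 63.5 CPM in old CD4 T helper-like cells (exact permutation p = 0.10), with H2-Aa at 40.4 and 87.2 CPM. Il17a UMIs were found in 2.12% ± 1.48 of young and 9.41% ± 4.54 of old CD4 T helper-like cells (exact permutation p = 0.10), at median depths of 3156 and 2334 UMIs, and in 1.70% and 6.77% after thinning. Macrophage-like cells, which should lack the gene, had shares of 0.271% and 1.66% at depths of 3926 and 2680 UMIs.

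In gamma-delta T-like cells, Il17a was 427 ± 202 CPM in young and 1057 ± 689 CPM in old skin and Il17f 67.7 ± 84.4 and 535 ± 647 CPM (n = 3 each). Without old replicate 1 and without the block, the log2 fold change was 0.66 in place of 1.29 for Il17a and 1.02 in place of 2.82 for Il17f. With the block both rose in 3 of 3 pairs (log2 fold changes 1.20 and 3.004, adjusted p = 1.6e-05 and 6.0e-18), together with Tnfsf8, a ligand of the TNF family (28.0 to 84.0 CPM, adjusted p = 1.5e-05), Cpe and H2-Aa. These p-values lean on the spread pooled over genes, while Il17f itself varied widely between old libraries. Cxcr4, a chemokine receptor (139 to 48.2 CPM, adjusted p = 4.2e-07), Krt83, Lax1 and Cxcl2 fell with the block. Cebpb was 103.1 ± 131 CPM in young and 42.5 ± 37.6 CPM in old cells, lower in 2 of 3 pairs, and its direction turned without young replicate 1 (log2 fold change 0.65). Of 22 NF-kB targets 20 were lower (camera adjusted p = 0.0021, and adjusted p = 0.29 with an estimated correlation), and 21 of 23 dissociation genes were lower (camera adjusted p = 0.00029, and adjusted p = 0.32 with an estimated correlation). MHC class II RNA was 331 and 524 CPM in young and old cells of this class. With the block 21 genes were called, and without it edgeR called 0 of 7222, with 170 at an unadjusted p under 0.05, and DESeq2 0. With the ages exchanged within 1 pair, the highest blocked count was also 21. Leaving out pair 3 left 6 blocked calls, with Il17a at 1.07 (adjusted p = 0.12), and leaving out pair 2 gave 44. Il17a UMIs were found in 17.7% ± 5.77 and 25.3% ± 14.6 of cells (exact permutation p = 0.60), at median depths of 3381 and 2167 UMIs, and in 11.5% and 20.3% after thinning. For Il17f these shares were 5.73% ± 4.41 and 26.1% ± 26.0 (exact permutation p = 0.20), and 3.58% and 19.4% after thinning (exact permutation p = 0.30). The share of cells with an Il17a UMI old vs young, gamma-delta T-like, differed by -0.522 points without old replicate 1.

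**Figure D2:**
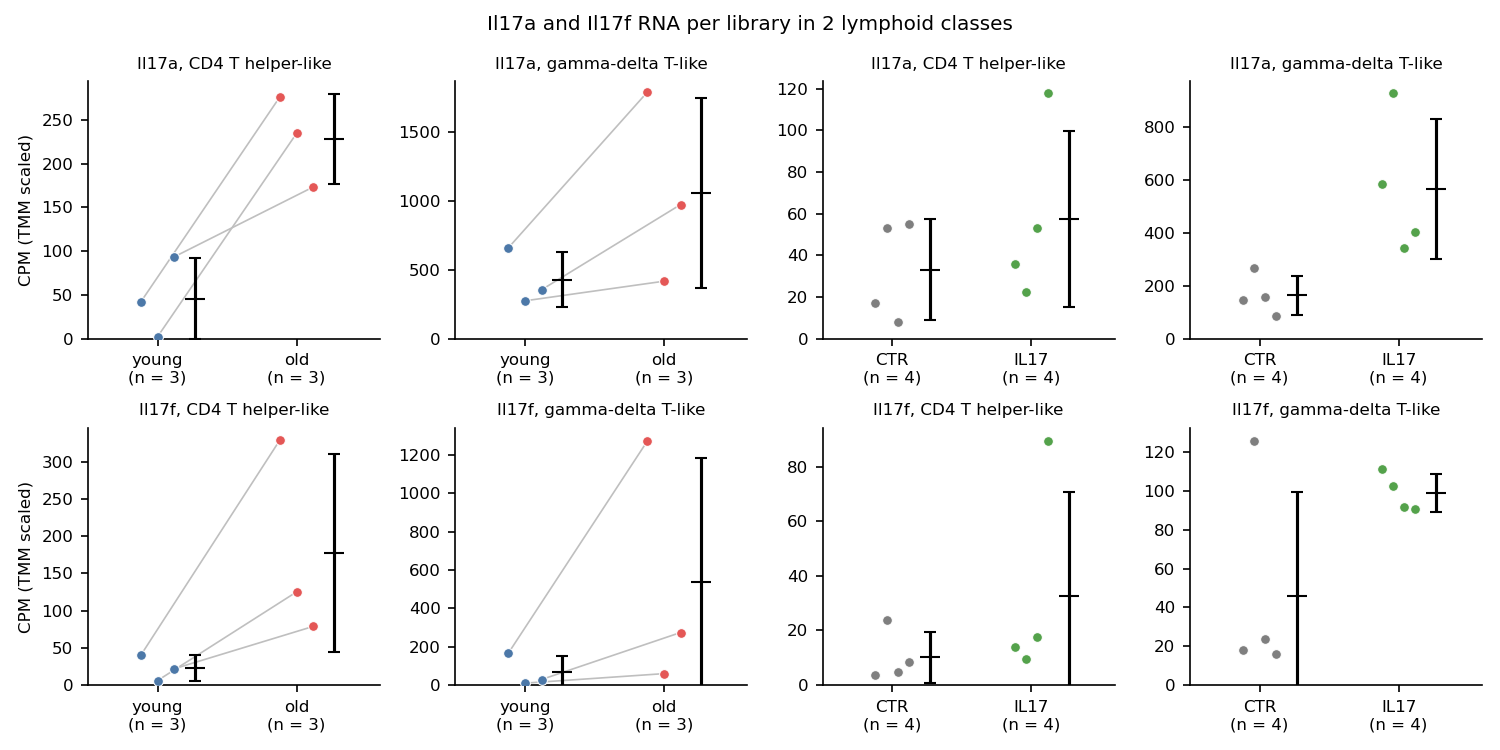
Il17a (top) and Il17f (bottom) RNA in CPM after TMM scaling (y axis) for each library, in CD4 T helper-like and gamma-delta T-like cells of young, old, CTR and IL17 skin, with grey lines joining paired libraries and black bars for the mean ± SD, shown down to 0. Il17a in gamma-delta T-like cells averaged 427 CPM in young, 1057 CPM in old, 163 CPM in CTR and 566 CPM in IL17 libraries.

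The other immune classes held fewer cells. In ILC-like cells, innate lymphoid cells, Ccl1, a chemokine (14.7 ± 25.5 to 370 ± 440 CPM), and Fcer1g, an Fc receptor chain (141 to 431 CPM), rose with the block (adjusted p = 0.00018 and 0.012). These were its 2 calls, and 0 were left without pair 1 and 13 without pair 2. Il17a UMIs in ILC-like cells were found in 1.11% of young and 1.40% of old cells and Il17f UMIs in 0.271% and 1.05% (exact permutation p = 1 for each). In macrophage-like cells these were 0.271% and 1.66%, and 0% and 0.538%. In macrophage-like cells Hspa1b and Hspa1a were the 2 blocked calls, both lower in old skin (387 to 89.1 and 802 to 343 CPM), and 40 genes were called without pair 3. Of 19 NF-kB targets 15 were higher there (camera adjusted p = 0.044, and adjusted p = 0.42 with an estimated correlation), and T cell marker RNA in macrophage-like cells was 86.6 ± 41.5 CPM in young and 215 ± 112 CPM in old skin (exact permutation p = 0.20). Dendritic-like cells were compared between 2 young and 3 old libraries. With 2 pairs in the block, Apol7c, Ccl4, H2-M2, Il4i1 and Samsn1 were higher and Dnajb1, Hspa1a, Hspa1b, Sp140 and Tssc4 lower, among 23 calls that rest on very few residual degrees of freedom. Without the block, edgeR called 0 genes in each of these 3 classes, with 59, 129 and 53 at an unadjusted p under 0.05, and DESeq2 called 0, 1 and 2.

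Il1b, an inflammatory cytokine, was 265 ± 49.4 CPM in young and 281 ± 166 CPM in old macrophage-like cells (log2 fold change 0.12, adjusted p = 1). Its direction turned without old replicate 1 (-0.35) and without young replicate 1 (-0.03). In dendritic-like cells it was 83.6 ± 7.02 and 218 ± 117 CPM, with an adjusted p of 0.046 with the block, although it was higher in 1 of 2 pairs. In the unnamed myeloid class it was 1254 ± 364 and 2051 ± 516 CPM (log2 fold change 0.71, adjusted p = 0.91, and 0.16 with the block), higher in 3 of 3 pairs. Monocyte-like cells numbered 114 over 6 libraries, down to 2 in a library, so that no test was run on them.

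The largest myeloid class, with 3426 cells and no name, had 4 calls without the block. Marco rose from 40.7 ± 4.06 to 205 ± 74.4 CPM (log2 fold change 2.34 ± 0.28 SE, adjusted p = 0.021), Apoe, a lipid carrier, from 67.9 ± 10.6 to 210 ± 26.2 CPM (1.63 ± 0.21, adjusted p = 0.024) and Rbp4 from 73.7 ± 19.2 to 221 ± 18.7 CPM (1.60 ± 0.23, adjusted p = 0.039). Hmox1, which degrades haem, fell by 1.62 on the log2 scale (adjusted p = 0.038) and was chosen after its values were seen. The genes lie at chromosome 1, 120474538 to 120505024 (Marco), chromosome 7, 19696109 to 19699188 (Apoe), chromosome 19, 38116629 to 38125281 (Rbp4) and chromosome 8, 75093621 to 75100589 (Hmox1). With the block 145 genes were called, 89 higher and 56 lower. Among them Tnf (81.2 to 153 CPM), Il18 (76.8 to 133 CPM), Ccl7 (31.8 to 58.3 CPM), Fcer2a and Fcna were higher. Retnla, a marker of alternative activation (510 to 205 CPM), the chemokine Ccl6 (531 to 255 CPM), F13a1, Lyz1, C1qb and Mucl1 were lower, and Lyz1 shares sequence with Lyz2. Of 24 NF-kB targets 22 were higher (camera adjusted p = 0.00026, and adjusted p = 0.53 with an estimated correlation). edgeR called 0 genes without any 1 of the young libraries, 12 without old replicate 1 and 2 without old replicate 3, and DESeq2 called 21.

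**Figure D3:**
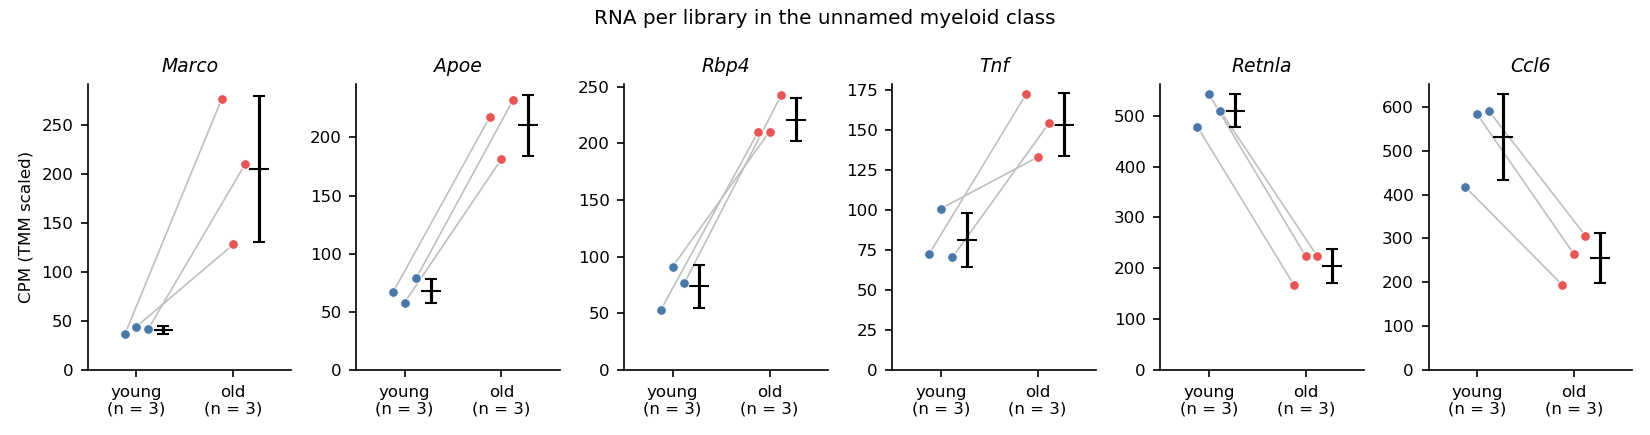
RNA of 6 genes in CPM after TMM scaling (y axis) in the unnamed myeloid class of each young and old library, with grey lines joining paired libraries and black bars for the mean ± SD. Marco, Apoe, Rbp4 and Tnf were higher and Retnla and Ccl6 lower in old skin in 3 of 3 pairs.

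Whether age acted differently on lymphoid and on myeloid cells was tested as an interaction, with each library as a block. The change with age differed for 199 of 11484 genes, with 74 more positive and 125 more negative in lymphoid cells, and 1306 had an unadjusted p under 0.05. Nr4a3 and Nr4a2, immediate early transcription factors, had log2 fold changes of -0.11 and -0.89 in lymphoid cells and 1.20 and 0.54 in myeloid cells (adjusted p = 0.00044 and 0.00052). Ltb4r1 and Tmem176a had 1.52 and 1.19 in lymphoid cells and -0.32 and 0.03 in myeloid cells (adjusted p = 0.00057 and 0.0048). T cell genes were also among the calls, named after their values were seen. Trdc, Trbc1 and Lat had -0.57, -0.12 and 0.26 in lymphoid cells and 1.04, 1.25 and 1.19 in myeloid cells (adjusted p = 0.0073, 0.0094 and 0.0499), which normally lack their RNA. The classes that make up the lymphoid cells also differed in share between ages. Without young replicate 3 there were 51 calls, 68 without old replicate 2, 125 without young replicate 2 and 434 without old replicate 3.

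The next question was how immune cells of the IL17 group differed from the CTR group. In gamma-delta T-like cells Il17a was 163 ± 75.1 CPM in the CTR and 566 ± 264 CPM in the IL17 group (n = 4 each). The log2 fold change was 1.74 ± 0.32 SE, with an adjusted p of 0.22 without the replicate block. With the block Il17a was called, as given in the part on processing. These numbers were not taken as pairs in the main fit, although the study's methods describe mice of both groups in each replicate. Il17a UMIs were found in 7.77% ± 2.58 and 17.1% ± 2.55 of these cells (exact permutation p = 0.0286, the smallest possible), at median depths of 3162 and 3132 UMIs, and in 4.97% and 13.4% after thinning (exact permutation p = 0.0286). Without IL17 replicate 2 the unthinned difference was 8.14 percentage points (exact permutation p = 0.0571). Macrophage-like cells had shares of 0.198% and 0.670%, at depths of 3550 and 4200 UMIs. Of 19 type 17 genes 15 were higher in gamma-delta T-like cells (camera adjusted p = 0.0081, and adjusted p = 0.65 with an estimated correlation) and 14 of 17 in CD4 T helper-like cells (camera adjusted p = 0.0012, and adjusted p = 0.70 with an estimated correlation). In the latter, Ccr6 was 48.0 and 81.9 CPM and Il17f 10.1 and 32.7 CPM. Of 12 type 2 genes 9 were lower there (camera adjusted p = 0.021, and adjusted p = 0.65 with an estimated correlation), with Il4 at 20.2 and 9.76 CPM and Il5 at 29.4 and 18.3 CPM. In ILC-like cells Il17ra was 70.6 and 107 CPM (adjusted p = 1).

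In myeloid cells of the same libraries, Il1b was 814 ± 156 CPM in the CTR and 837 ± 342 CPM in the IL17 group in monocyte-like cells, 236 ± 130 and 319 ± 84.1 CPM in macrophage-like cells, and 212 ± 90.6 and 151 ± 38.8 CPM in dendritic-like cells, with adjusted p = 1 in each. In monocyte-like cells the direction turned without CTR replicate 1, CTR replicate 4, IL17 replicate 2 or IL17 replicate 4, and the log2 fold change lay between -0.14 and 0.25, and was -0.54 with at least 500 genes per cell. In macrophage-like cells CTR replicate 1 had 44.4 CPM and the other CTR libraries 277 to 321 CPM, and the log2 fold change was 0.34, or 0.09 without that library. Interferon response genes were higher in monocyte-like (19 of 29), macrophage-like (24 of 32) and dendritic-like cells (9 of 11), with camera adjusted p = 7.3e-05, 0.0041 and 0.0061, and adjusted p = 0.70 in each with an estimated correlation. Examples in macrophage-like cells were Mx1 (7.03 and 13.6 CPM), Ifit3 (6.48 and 11.8 CPM) and Usp18 (13.96 and 20.6 CPM). Of 22 proinflammatory genes 16 were higher in macrophage-like cells (camera adjusted p = 0.0046, and adjusted p = 0.70 with an estimated correlation), with Cxcl9 at 16.3 and 54.7 CPM and Il6 at 6.77 and 17.8 CPM. Without the replicate block, edgeR called 0 genes in all CD45+ cells and in each immune class of this comparison. At an unadjusted p under 0.05 there were 168 in all CD45+ cells and 68 to 225 per class, and DESeq2 called 2 in all CD45+ cells, 1 in dendritic-like and 1 in gamma-delta T-like cells. Without CTR replicate 2, edgeR called 2 genes in gamma-delta T-like cells, and without CTR replicate 4, 2 in dendritic-like cells.

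The last question was how the dermal cells of the CD45- libraries differed. Pericyte-like cells, which wrap small vessels, made up 3.11% ± 0.783 of CD45- cells in the CTR and 6.09% ± 0.695 in the IL17 group (n = 4 each, exact permutation p = 0.0286, the smallest possible). Compared within replicate numbers, the exact permutation p was 0.125, the smallest possible there. Erythrocyte marker RNA in pericyte-like cells was 26.6 ± 28.3 CPM in the CTR and 2303 ± 3088 CPM in the IL17 group (exact permutation p = 0.29), with high values in IL17 replicates 1 and 4 alone (up to 6541 CPM), and in all CD45- cells it was 705 ± 434 and 359 ± 212 CPM. Fibroblast 3-like cells made up 11.6% ± 4.61 and 9.12% ± 2.88 (exact permutation p = 0.37). The difference of -2.49 points was -4.68 without CTR replicate 1 (exact permutation p = 0.0857), and between -1.34 and -1.52 without CTR replicate 3, CTR replicate 4 or IL17 replicate 2. Shares of these classes depend on one another, and fibroblast-like cells as a whole were 63.2% and 54.2% of cells. In fibroblast-like cells 17 of 19 IL-17 response genes and 19 of 22 NF-kB targets were lower in the IL17 group (camera adjusted p = 0.0082 for each, and adjusted p = 0.90 for each with an estimated correlation). Erythrocyte marker RNA in fibroblast-like cells was also lower there, at 334 ± 321 and 58.1 ± 48.2 CPM (exact permutation p = 0.23). Il6 was 12.7 ± 7.74 and 7.56 ± 2.96 CPM, Tnfaip3, an inhibitor of NF-kB signalling, 21.0 ± 11.1 and 14.2 ± 4.47 CPM, Zc3h12a 15.1 ± 2.22 and 12.1 ± 2.05 CPM and Cebpd 74.9 ± 21.8 and 60.3 ± 14.2 CPM. Dissociation and immediate early genes moved with them, 21 of 25 on the lower side (camera adjusted p = 0.00052, and adjusted p = 0.90 with an estimated correlation). Il17ra was 45.7 and 43.1 CPM and Il17rc 8.32 and 14.9 CPM in fibroblast-like cells (adjusted p = 1 for each).

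Interferon response genes were lower in vascular endothelial-like cells (29 of 32, camera adjusted p = 0.00027) and pericyte-like cells (21 of 22, camera adjusted p = 0.00022) of the IL17 group, each with adjusted p = 0.90 with an estimated correlation. Isg15 was 236 ± 117 and 143 ± 32.4 CPM and Irf7 22.5 ± 9.45 and 10.5 ± 7.12 CPM in pericyte-like cells. Rsad2 was 236 ± 36.1 and 162 ± 37.4 CPM in vascular endothelial-like cells. Extracellular matrix genes were higher in vascular endothelial-like cells (24 of 29, camera adjusted p = 6.7e-08, and adjusted p = 0.90 with an estimated correlation), with Dcn at 413 ± 358 and 982 ± 248 CPM. Fibroblast marker RNA in these cells was 1313 ± 803 CPM in the CTR and 2403 ± 584 CPM in the IL17 group (exact permutation p = 0.0857). Without the replicate block, edgeR called 0 genes in all CD45- cells and in fibroblast-like, vascular endothelial-like and pericyte-like cells, with 460, 159, 687 and 280 at an unadjusted p under 0.05. With the block there were calls in fibroblast-like, pericyte-like and, most of all, vascular endothelial-like cells, given in the part on processing. DESeq2 called 31 in all CD45- cells, 3 in vascular endothelial-like cells and 0 in the others, and edgeR called 14 in vascular endothelial-like cells without CTR replicate 2.

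**Figure D4:**
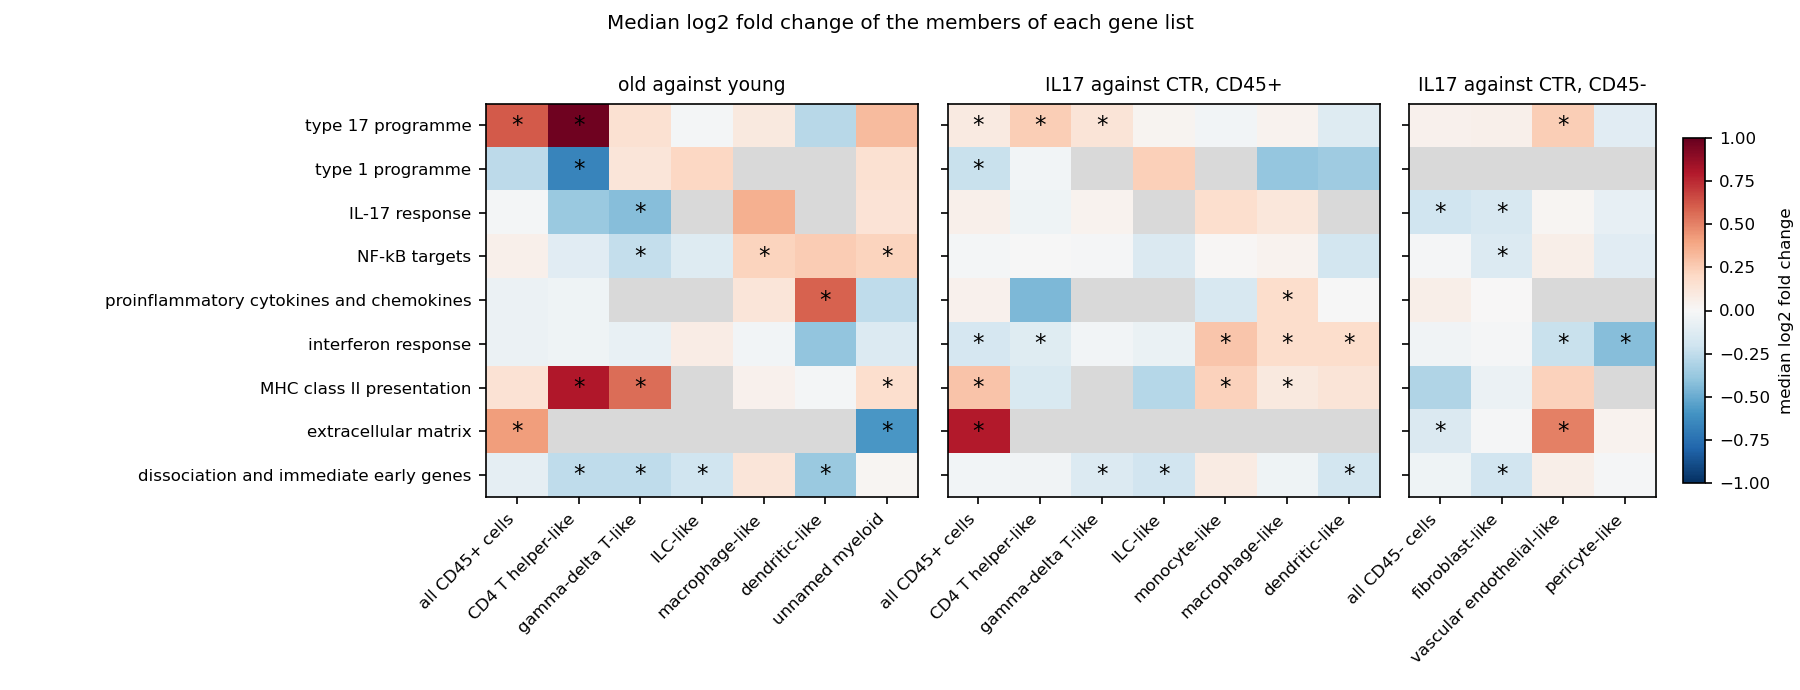
Median log2 fold change of the tested members of 9 gene lists (y axis) in each cell class (x axis), for old against young skin and IL17 against CTR skin, with colour for the median, grey for lists with under 5 tested members and an asterisk for a camera adjusted p below 0.05 at the preset correlation. No asterisk is left with an estimated correlation.

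Whether the IL17 group differed from the CTR group in the opposite direction to ageing was examined across 12104 genes in all CD45+ cells. The 2 sets of log2 fold changes, which share no library, correlated at a Pearson r of 0.06 and a Spearman rho of -0.0014, and 48.1% of genes had opposite signs. Genes are not independent replicates, so the value was set against the 34 other splits of the CTR and IL17 libraries, whose r had an SD of 0.126.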

Values the study reported

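The study reported 11,940 CD45+ cells and 5,213 CD45- EpCAM- cells in its comparison of adult and aged skin. It compared mice of 17 to 25 weeks with mice of 80 to 90 weeks. For the antibody experiment it reported 16,975 CD45+ cells and 33,262 CD45- EpCAM- cells. The mice were 73 weeks old at the start and were treated for 12 weeks. It described 8 myeloid clusters, 3 subclusters of CD4 helper T cells, 2 subclusters of gamma-delta T cells and 5 clusters of fibroblasts.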

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

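All of the tests of explanations in this part were chosen after these values had been seen, except those of RNA quality, of a Cd163l1 subset, of the 2 libraries of highest mitochondrial share, of free RNA from T cells and of joined droplets.

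Among 34 groups of 4 libraries examined for a library far from the other 3, 5 had one, where chance alone gives about 1 in 20. Monocyte-like cells made up 38.6% of myeloid cells in CTR replicate 1 and 3.62% to 6.37% in the other CTR CD45+ libraries. Il1b was 44.4 CPM in macrophage-like cells of the same library and 277 to 321 CPM in the others. Il17f was 116 CPM in gamma-delta T-like cells of CTR replicate 2 and 15.7 to 23.4 CPM in the other CTR libraries. Keratinocyte-like cells, epithelial cells that the sort should remove, made up 1.04% of CTR replicate 3 and 0.101% to 0.242% of the other CTR CD45- libraries. They made up 5.29% of IL17 replicate 2 and 0.188% to 0.265% of the other IL17 CD45- libraries. The change with age differed between lymphoid and myeloid cells for 199 genes by the interaction test. The 10 splits of the 6 libraries are too few for a share under 0.05. The real split was 1 of 10 with as many calls, and the highest other split gave 0.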

How the results depend on the processing

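Most results kept their direction and side of the threshold. Keeping the side was partly fixed in advance, because most main fits called 0 genes. By the exact permutation test, shares of young and old libraries cannot pass 0.05, since the smallest p is 0.10. The numbers that stayed are therefore no measure of how firm the results are. Of values and counts that answer the fixed questions, 535 stayed as they were, 98 counts moved, 25 values reversed, 16 became stronger and 5 weaker. Of values of other single genes 1534 stayed, 194 became stronger, 17 weaker and 5 reversed. Leaving out a single library or pair gave 337 and 793 of those that stayed. With the replicate block, 72 values of other single genes became stronger and 56 stayed. A value stayed when its sign and its side of the threshold were the same, whatever its size. A count stayed when it moved by at most 1.5 times. The mitochondrial covariate, pairs left out, 2 libraries left out, UMI shares without single libraries, the unnamed lymphoid cells counted as gamma-delta T-like and all settings of the unnamed myeloid class were chosen after seeing the data. Where a value changed, the cause was not tested, except that fits without the filter on low counts take a common spread in most classes, which makes p too small.

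DESeq2 called 28 genes in all CD45+ cells of young and old skin, 19 in CD4 T helper-like, 1 in macrophage-like, 2 in dendritic-like and 21 in unnamed myeloid cells. For IL17 against CTR it called 2 in all CD45+, 1 in dendritic-like, 1 in gamma-delta T-like, 31 in all CD45- and 3 in vascular endothelial-like cells. With doublets left out 1 gene was called in dendritic-like cells with age. With at least 500 genes per cell, Il1b in monocyte-like cells for IL17 against CTR was -0.54, against 0.04. Estimated correlation and fry called 0 lists in each comparison, with and without the replicate block. At the preset correlation 25 lists were called with age, 32 in CD45+ and 19 in CD45- cells, and 31, 38 and 24 with the replicate block. edgeR on cell numbers gave log2 fold changes with age of 1.01 for gamma-delta T-like (p = 0.0057), 0.83 for CD4 T helper-like (p = 0.030), 1.23 for monocyte-like cells (p = 0.0497) and -1.37 for unnamed lymphoid cells (p = 0.096). With the unnamed lymphoid cells counted as gamma-delta T-like, the difference in gamma-delta share was -3.22 points with age (exact permutation p = 0.70), against 12.8. For IL17 against CTR it was 12.01 points (exact permutation p = 0.0857), against 5.43 (exact permutation p = 0.17).

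Without the filter on low counts, 16 genes were called with age in all CD45+, 76 in CD4 T helper-like, 11 in gamma-delta T-like, 8 in ILC-like, 4 in macrophage-like, 13 in dendritic-like and 87 in unnamed myeloid cells. For IL17 against CTR these were 20 in monocyte-like, 16 in macrophage-like, 15 in dendritic-like, 19 in gamma-delta T-like, 8 in CD4 T helper-like, 12 in ILC-like and 8 in unnamed myeloid cells, and 2 in all CD45-, 25 in pericyte-like and 154 in vascular endothelial-like cells. Log2 fold changes with age were then 2.36 for Il17a and 2.82 for Il17f in CD4 T helper-like cells and 1.32 and 2.83 in gamma-delta T-like cells, and the interaction had 414 calls.

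With the replicate block, 363 genes were called with age in all CD45+, 137 in CD4 T helper-like, 21 in gamma-delta T-like, 2 in ILC-like, 2 in macrophage-like, 23 in dendritic-like and 145 in unnamed myeloid cells. Il17a and Il17f were then 2.46 and 2.97 in CD4 T helper-like and 1.20 and 3.004 in gamma-delta T-like cells, and Il1b 1.26 in dendritic-like cells. Same-numbered CTR and IL17 libraries correlated at -0.16, -0.09, -0.04 and 0.39 in CD45+ cells, where only number 4 correlated best with its own number, and at 0.37, -0.0018, 0.35 and 0.46 in CD45- cells, where numbers 1, 3 and 4 did. For IL17 against CTR the numbers were thus not taken as pairs in the main fit. The study's methods do describe each of these replicates as holding mice of both groups. If the labels carry the same replicate numbers, the libraries are paired by design, and the main fit leaves this pairing out. The replicate block gave 2 calls in gamma-delta T-like (Il17a at 1.79 with adjusted p = 8.4e-05, and Rgs1), 1 in CD4 T helper-like, 3 in fibroblast-like, 44 in vascular endothelial-like and 1 in pericyte-like cells. Il1b in monocyte-like cells was then -0.0436. Calls in this comparison therefore depend on whether the numbers are taken as pairs. The difference in pericyte-like share within replicate numbers (paired) was 2.98 points (exact permutation p = 0.125, the smallest possible). With the mitochondrial share beside the replicate block, calls with age were 780 in all CD45+, 250 in CD4 T helper-like, 25 in gamma-delta T-like, 4 in ILC-like, 11 in macrophage-like and 387 in unnamed myeloid cells, and Il1b in macrophage-like cells was -0.0684. This fit has fewer residual degrees of freedom than the block alone, so its counts lean still more on the spread pooled over genes.

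With the mitochondrial share as a covariate and no block, 1 gene was called with age in all CD45+, 72 in CD4 T helper-like, 5 in gamma-delta T-like, 1 in ILC-like, 1 in macrophage-like, 3 in dendritic-like and 84 in unnamed myeloid cells, and 1 in all CD45- cells for IL17 against CTR. Il17a and Il17f were then 2.42 and 2.69 in CD4 T helper-like cells, Il17f 2.32 in gamma-delta T-like cells, and Il1b in monocyte-like cells for IL17 against CTR -0.0274. Without the 2 libraries of highest mitochondrial share, Il1b for IL17 against CTR was -0.26 in all CD45+ and -0.22 in monocyte-like cells.

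Leaving out single libraries gave 0 to 4 calls with age in all CD45+ (4 without old replicate 3), 0 to 27 in CD4 T helper-like (27 without old replicate 1), 0 to 1 in ILC-like, macrophage-like and dendritic-like, and 0 to 12 in unnamed myeloid cells (12 without old replicate 1). The interaction had 51 to 434. For IL17 against CTR there were 0 to 2 in gamma-delta T-like and dendritic-like, 0 to 1 in all CD45- and 0 to 14 in vascular endothelial-like cells. With age, Il17ra in all CD45+ cells lay between -0.18 and 0.38, Cebpb in gamma-delta T-like cells between -2.53 and 0.65, and Il1b in macrophage-like cells between -0.35 and 0.49. For IL17 against CTR, Il1b lay between -0.19 and 0.29 in all CD45+ and -0.14 and 0.25 in monocyte-like cells.

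Leaving out single pairs with the replicate block gave 277 to 413 calls in all CD45+, 0 to 217 in CD4 T helper-like, 6 to 44 in gamma-delta T-like, 0 to 13 in ILC-like, 1 to 40 in macrophage-like and 107 to 138 in unnamed myeloid cells. These fits also have fewer residual degrees of freedom than the full blocked fit. Il17a then lay between 1.92 and 3.31 and Il17f between 2.74 and 3.25 in CD4 T helper-like cells, where neither was called without pair 1. Il17a lay between 1.05 and 1.44 in gamma-delta T-like and Il1b between -0.64 and 0.60 in macrophage-like cells.

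Without single libraries, the difference in lymphoid share lay between -1.32 and 2.07 points with age and -8.10 and 1.77 for IL17 against CTR, and in monocyte-like share between 1.23 and 2.56 with age and between -10.9 and 0.766 for IL17 against CTR. The share of cells with an Il17a UMI old vs young, gamma-delta T-like, differed by -0.522 points without old replicate 1 and up to 13.6 otherwise. In ILC-like cells it differed with age by between -1.11 and 1.40 points for Il17a, and for Il17f by between -0.271 and 1.31. For IL17 against CTR, Il17a lay between 8.14 and 10.6 points in gamma-delta T-like and -1.45 and 0.269 in ILC-like cells. Il17f lay between 0.724 and 2.38 in CD4 T helper-like and -0.352 and 1.16 in ILC-like cells.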

Other observations

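Tests of other splits of the libraries, of the makeup of classes in the mitochondrial split, and of depth and free RNA for Il17a in the IL17 group were chosen after the results were seen, and the tests of RNA quality, Cd163l1, the 2 libraries of highest mitochondrial share, free RNA from T cells and joined droplets before.

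Other lymphoid classes were also compared between ages. Natural killer-like cells made up 14.04% ± 1.99 of lymphoid cells in young and 9.17% ± 2.93 in old skin (n = 3 each, exact permutation p = 0.20), and regulatory T-like cells 13.2% ± 2.83 and 8.28% ± 1.55 (exact permutation p = 0.10). In natural killer-like cells 12 of 15 type 1 genes were higher in old skin (camera adjusted p = 0.0091, and adjusted p = 0.33 with an estimated correlation), where 7 of 10 were lower in CD4 T helper-like cells, although the difference between the classes was not tested. In regulatory T-like cells 5 of 6 type 1 genes were higher (camera adjusted p = 0.0011, and adjusted p = 0.29 with an estimated correlation). In CD8 T-like cells 9 of 10 interferon response genes were higher (camera adjusted p = 0.00018, and adjusted p = 0.33 with an estimated correlation). All 5 tested MHC class II genes were higher in natural killer-like cells (camera adjusted p = 9.4e-14, and adjusted p = 0.29 with an estimated correlation) and in unnamed lymphoid cells (camera adjusted p = 5.3e-08, and adjusted p = 0.33 with an estimated correlation), and over all genes 0 members were called in either without the block. Over 6 further classes, which also include lymphoid and myeloid cells as wholes, edgeR called 0 to 1 genes without the block and 6 to 529 with it.

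In the dermis, fibroblast 2-like cells had 7 of 8 IL-17 response genes, 14 of 16 NF-kB targets and 23 of 25 dissociation genes lower in the IL17 group (camera adjusted p = 0.0017, 0.00015 and 3.0e-12, and adjusted p = 0.27, 0.14 and 0.55 with an estimated correlation). Lymphatic endothelial-like cells had 22 of 27 interferon response genes lower (camera adjusted p = 0.0017, and adjusted p = 0.70 with an estimated correlation) and 13 of 15 hair follicle niche genes higher (camera adjusted p = 4.3e-09, and adjusted p = 0.14 with an estimated correlation). In fibroblast 3-like cells 7 of 8 proinflammatory genes were higher (camera adjusted p = 0.012, and adjusted p = 0.70 with an estimated correlation). edgeR called 0 genes in each of these 3 classes, with 216, 314 and 260 at an unadjusted p under 0.05, and DESeq2 called 0.

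The largest difference between young and old libraries did not follow age. Splitting the 6 libraries into the 3 of highest and 3 of lowest mitochondrial share gave 1811 calls in all CD45+ cells and 1185 within CD4 T helper-like cells alone, which argues against makeup of cell classes as the whole cause. Both replicate 1 libraries lie in the high set and both replicate 2 libraries in the low set, so the split largely follows the pairing. Mitochondrial genes were 0.55 higher in the high libraries (median log2), which follows from how the split was made. Ribosomal protein genes were at -0.43 there. An effect of RNA quality stays open, since the split's fold changes correlated at 0.248 with those of the same split in CTR and IL17 CD45+ libraries, as large in 6 of 35 splits and up to 0.357, while within CD4 T helper-like, gamma-delta T-like and macrophage-like cells r was 0.210, 0.144 and 0.163, as large in 4, 14 and 19 of 35 splits, and the bound set beforehand was wrong, because other splits reaching a value forbids nothing. In all CTR and IL17 CD45+ cells the split by mitochondrial share gave 183 calls, as many as any of the 35 splits there. Differences between mice or their handling also stay open, and no biological explanation was tested.

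Il17a was higher in gamma-delta T-like cells of the IL17 group. Cell depth is argued against, since the thinned difference in the share of cells with a UMI was 8.41 percentage points, and free RNA is argued against by a difference of 0.472 points in macrophage-like cells. The thinned difference was 6.06 points among cells with a Cd163l1 UMI (exact permutation p = 0.0571), and cells with none had 3.80% and 15.7% (exact permutation p = 0.0286), so it was present in both, and a makeup that differs in other ways stays open. The log2 fold change was 1.36 without the 2 libraries of highest mitochondrial share, 1 in each group, and 1.74 with them, so a partial contribution of these stays open. How neutralising the cytokine might raise its RNA was not tested.

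Myeloid cells of old skin held 208 Il17a and Il17f UMIs in 72 of 2625 cells. By library there were 145, 55 and 8 in old replicates 1 to 3 and 7, 0 and 0 in young replicates 1 to 3. Old replicate 3 thus lay near young replicate 1. Free RNA from T cells stays open, since the level was 1.95% of that in T cells and T cell marker RNA 2.54%, but by library these were 2.46% and 2.62%, 3.15% and 1.96%, and 0.301% and 2.96% in old replicates 1 to 3 and 0.296% and 2.22% in young replicate 1, so the agreement did not hold in each library. Il17a made up 72.1% of these UMIs in myeloid cells and 62.2% in CD4 and gamma-delta T-like cells, but the Fisher exact p of 0.00365 excludes nothing, because UMIs of a cell are not independent and p was 0.0017, 0.14 and 0.41 by library. Of the UMIs 66.8% lay in 8 cells with 3 or more, up to 54 in a cell, as droplets that joined a myeloid cell and a T cell could give. By library this share was 62.8%, 87.3% and 0% in old replicates 1 to 3. Expression by myeloid cells may not be excluded, and was not tested.

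Other splits of the libraries bear on each count of calls. In the young and old libraries the 10 splits without the block, and 4 with it, are too few for a share under 0.05. Without the block the real count was 0 in all CD45+, CD4 T helper-like, dendritic-like, gamma-delta T-like, ILC-like and macrophage-like cells, which 10 of 10 splits reach by construction, so that the comparison decides nothing there. The highest other counts were 1811, 1185, 216, 915, 12 and 282. In the unnamed myeloid class 2 of 10 splits called as many (4, highest other 1311). The split by mitochondrial share gave 1811, 1185, 915, 282 and 1311 calls in all CD45+, CD4 T helper-like, gamma-delta T-like, macrophage-like and unnamed myeloid cells, as many as the highest other count in each, and was not run in dendritic-like or ILC-like cells. With the block the real split was 1 of 4 in all CD45+ (363), CD4 T helper-like (137), ILC-like (2) and unnamed myeloid cells (145), with a highest other of 0 in each. It was 2 of 4 in gamma-delta T-like (21, highest other 21) and macrophage-like cells (2, highest other 4). In dendritic-like cells it was also 2 of 4 (23, highest other 23), which decides nothing. Pair 3 was not in the blocked fit of that class, so the split that exchanges its ages repeats the real fit. The other 3 blocked splits exchange the ages within 1 pair. Lists were called as often in 3 of 10 splits (25, highest other 35), and 2 of 4 with the block (31, highest other 37).

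For the IL17 and CTR libraries the real split called 0 genes, which all 35 splits reach by construction, so that the comparison decides nothing. The highest other counts were 183 in all CD45+, 171 in CD4 T helper-like, 65 in dendritic-like, 163 in gamma-delta T-like, 67 in ILC-like, 77 in macrophage-like and 2 in monocyte-like cells. In all CD45+, CD4 T helper-like, gamma-delta T-like and macrophage-like cells, the highest was also the count of the split by mitochondrial share. That split was not run in dendritic-like, ILC-like or monocyte-like cells. In CD45- libraries the highest other counts were 348 in all, 735 in fibroblast-like, 30 in pericyte-like and 46 in vascular endothelial-like cells. There the split by mitochondrial share called 0 in all CD45- and in fibroblast-like cells. Chance was not excluded for the lists, since 21 of 35 splits called as many in CD45+ classes (32, highest other 51) and 24 of 35 in CD45- classes (19, highest other 41). For the relation of ageing to the IL17 difference, 24 splits had a Pearson r as far from 0 (highest other 0.284), 35 a Spearman rho (0.213) and 29 a share of opposite signs (59.5%).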
